A study of Mus musculus with 6 samples. Its data were reported in "CBP Is Required for Establishing Adaptive Gene Programs in the Adult Mouse Brain" (2022).

How the data were processed

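RNA-seq was performed by the authors on the hippocampus of 6 mice, with 1 library per mouse: 3 p300-ifKO mice and 3 control littermates. An ifKO (inducible forebrain knockout) is a mouse whose floxed target gene is recombined in excitatory forebrain neurons by creERT2, a Cre recombinase fused to a ligand binding domain of the estrogen receptor, driven by Camk2a and switched on by tamoxifen. Per the labels, mice were 3 to 6 months old and received 5 administrations of tamoxifen (20 mg/ml in corn oil). The protocol in the labels describes controls as littermates without creERT2 that received it too, whereas the description of each control library names the driver. Groups and replicate numbers were taken from the sample titles.

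The deposited table held raw counts of reads per gene, made by the authors from single-end 50 bp reads: they trimmed adapters, aligned with STAR to the GRCm38 mouse genome, kept reads above a mapping quality limit and counted those on exons of Ensembl genes with Rsubread. A strand setting is not stated, so genes that overlap on opposite strands are uncertain. The quality limit removes reads that match several places, which lowers the count of genes with near-identical copies. A count per gene gives no exon, and the recombined exon of Ep300 was not resolved. Total counts were between 23151568 and 28433823 per library, and the number of unused per-sample columns was 0. Intervals given are 95% intervals.

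Of the 55471 genes in the table, 55230 (99.57%) matched by identifier to GENCODE release M21 on the same build, from which symbols, coordinates, exonic sequence and GC content were taken. The exonic length in the deposited table was identical for 99.11% of the matched genes. For named genes, every exonic stretch of 50 bases, the read length, was looked up in the exons of all other genes.

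The comparison of p300-ifKO with control used DESeq2 (version 1.42.0, R 4.3.3), the tool named in the methods of the study, which used another version. The test was a two-sided Wald test with size factors by median of ratios, no covariate and default Cook and independent filtering. The study does not state the covariate or filter settings for this comparison. Benjamini-Hochberg adjustment was over 32773 genes, with a threshold of 0.05. The edgeR quasi-likelihood test (version 4.0.16, TMM factors, filterByExpr) was run beside it. Values per gene are counts divided by the DESeq2 size factor, called normalized counts, with mean ± SD over 3 mice. Gene lists were tested with camera from limma (version 3.58.1), two-sided, with the correlation between genes estimated from the data, and adjusted over the 11 lists. The effect given for a list is the median of its DESeq2 log2 fold changes. The lists were the genes the study lists as lower or as higher in CBP-ifKO (the latter without Esr1) and those with a positive change in its table of genes regulated by pentylenetetrazol (PTZ) in control mice, all chosen on libraries not analysed here, and 8 lists of marker genes for excitatory neurons, interneurons, astrocytes, oligodendrocytes, microglia, endothelium, choroid plexus and blood. Smaller lists, of genes around Camk2a, plasticity genes and immediate early genes, were read gene by gene.

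Genes to be named were fixed before the data were examined: Ep300, Crebbp, Arsi, Esr1, Camk2a and its neighbours, the plasticity and immediate early genes, sex-linked genes as a check, every gene with an adjusted p under 0.05 and the 4 genes with the smallest unadjusted p beyond those. Any other gene named was chosen after its values were seen. The tests, lists and most alternatives were likewise fixed before the data were examined. Alternatives were limma-voom, TMM factors in DESeq2, a minimum of 10 counts in at least 3 libraries, no filter in edgeR, Cook or independent filtering off, a threshold of 0.1, a replicate block and leaving out each library, and for lists camera with a preset correlation of 0.01, fry, no filter and DESeq2 size factors. A fit with 1 surrogate variable from sva (version 3.50.0) and a fit with smooth length and GC offsets per library from mgcv (version 1.9.3, genes with a mean normalized count above 10) were chosen after seeing the data. The surrogate variable was 0.10, 0.077 and 0.44 in control and −0.82, 0.32 and −0.13 in p300-ifKO mice. It was thus not independent of group, and p300-ifKO replicate 1 was its extreme. Group effects fitted beside it, with their directions and calls, can shift for that reason.

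The fits were tested on simulated data drawn from the means, dispersions and size factors of these libraries, with 200 of 32774 genes changed. Changed genes, and those of the lowered list, were drawn from genes with a mean normalized count above 100. The shares recovered thus do not hold for genes with fewer counts. The trend and its dispersions came from the fit with 1 surrogate variable, which favours that fit. Without a trend between libraries, DESeq2 recovered 91.5% of genes changed 2-fold with 30 false calls, 39% at 1.5-fold with 27 false calls and 1% at 1.2-fold with 9 false calls. The share of false calls was above the nominal 0.05 at each of these folds. With a trend like that of these libraries, DESeq2 recovered 81.5%, 38% and 0% in the same order, with 8, 5 and 3 false calls. With 1 surrogate variable it recovered 92%, 66% and 15%, with 11 false calls at each fold. The edgeR test recovered 82% at 2-fold and 0.5% at 1.5-fold without a trend, and 65% and 0% with one. In simulations of independent genes, a list of 200 genes lowered by 0.1 on the log2 scale gave a camera p of 0.00921 without a trend and 0.00652 with one.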

Results

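The transcriptome of the hippocampus was compared between 3 p300-ifKO mice, in which Ep300 (the gene for the acetyltransferase p300) was targeted in excitatory forebrain neurons of the adult, and 3 control littermates. Control libraries held 25074045, 24202434 and 24399597 counts and p300-ifKO libraries 23151568, 28433823 and 25401155. The 10 most abundant genes took between 5.61% and 6.20% of the counts of a library. The libraries of each pair differed by more than sampling noise: the chi-square of their counts per degree of freedom was 5.48 or more for each of the 15 pairs. Each library came from a different mouse, so this spread includes differences between mice and cannot rate the libraries alone. All 6 libraries carried transcripts from the Y chromosome, with Ddx3y between 396 and 1607 normalized counts, and between 1.05 and 8.84 normalized counts of Xist.

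The targeted gene was examined first. Ep300 (ENSMUSG00000055024, chromosome 15, 81585351 to 81652077 on GRCm38) had 1545, 1474 and 2334 normalized counts in the control mice and 478, 1350 and 912 in the p300-ifKO mice, so that each p300-ifKO library lay below each control library. The means were 1784 ± 477 (SD, n = 3) and 913 ± 436 (SD, n = 3). The log2 fold change was −0.97 (SE 0.33), with an unadjusted p of 0.00369 and an adjusted p of 0.991 in DESeq2, and did not pass the threshold. The fit with 1 surrogate variable, chosen after seeing the data, moved it most, to −0.49 with an adjusted p of 0.00205 in DESeq2, whereas edgeR with 1 surrogate variable called 2 genes, Esr1 and Arsi, and not Ep300. Without p300-ifKO replicate 2, it was −1.36 with an adjusted p of 0.000375 in DESeq2. Its paralogue Crebbp, which encodes CBP, had 2084 ± 98.2 (SD, n = 3) normalized counts in control and 2006 ± 48.9 (SD, n = 3) in p300-ifKO mice, a log2 fold change of −0.055 (SE 0.11, adjusted p 0.991 in DESeq2). That difference was smaller than the spread between control mice, and with length and GC offsets it changed sign, to 0.16. The Crebbp fold change was −0.018 without control replicate 3 and −0.087 without control replicate 2.

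**Figure D1:**
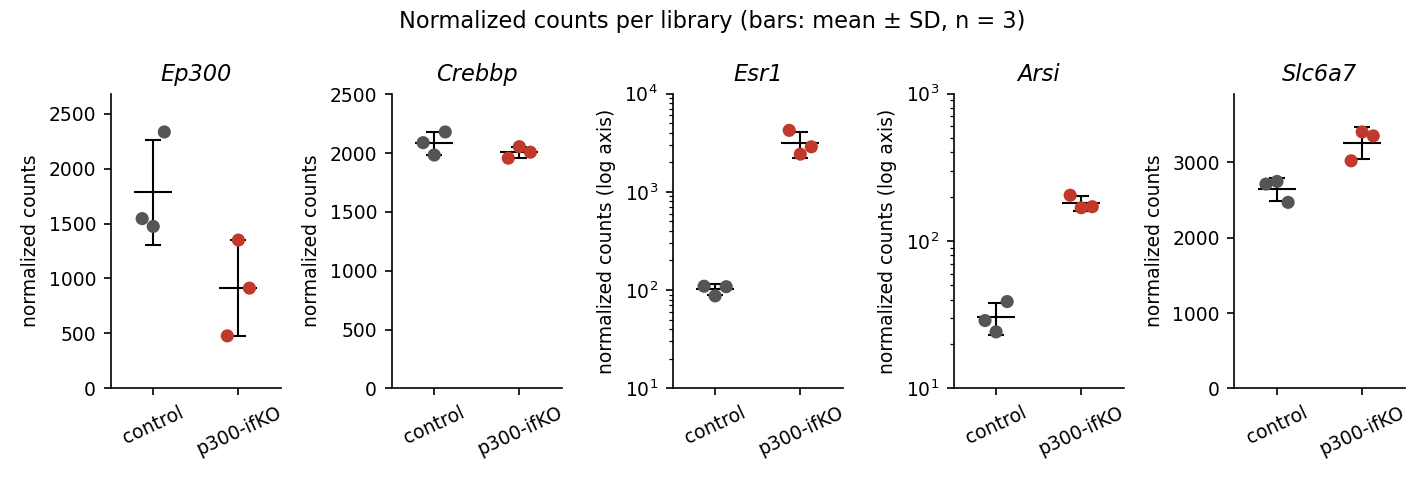
Normalized counts of 5 genes in each library (points) by group, with mean and SD (bars, n = 3); the Esr1 and Arsi axes are logarithmic. Esr1 and Arsi were higher in each p300-ifKO library than in any control library, Ep300 was lower in each, and the Crebbp groups overlapped.

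How many genes the loss of p300 changed was asked across the transcriptome. In DESeq2, 2 genes had an adjusted p under 0.05, Esr1 and Arsi, both higher in p300-ifKO mice, and 0 genes were lower. At an unadjusted p under 0.05 there were 432 genes of 32773, with 253 higher and 179 lower, which is fewer than 5%. That share cannot be set against chance, since many of the 32773 genes had too few reads to reach such a p. The edgeR quasi-likelihood test called the same 2 genes, and 394 at an unadjusted p under 0.05, or 1292 without a filter. The count depended on 1 library: without p300-ifKO replicate 2 it rose to 926 genes, 482 higher and 444 lower, of which 1, Esr1, was shared with the 2 genes above. Without control replicate 1 it was 3, with H2-Q6 added, a gene chosen after its values were seen. At an unadjusted p under 0.05, DESeq2 gave 4091 genes without p300-ifKO replicate 2 and 105 without control replicate 3. The number at an unadjusted p under 0.05 thus depended on 1 library too.

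Esr1 (ENSMUSG00000019768, chromosome 10, 4611593 to 5005614), part of whose coding sequence is in creERT2, had 102 ± 12.5 (SD, n = 3) normalized counts in control and 3167 ± 937 (SD, n = 3) in p300-ifKO mice. Its log2 fold change was 4.96 (SE 0.24, adjusted p 4.47e-92 in DESeq2 and 0.00126 in edgeR), higher in 3 of 3 p300-ifKO mice. Arsi (ENSMUSG00000036412, chromosome 18, 60911780 to 60918561), a neighbour of Camk2a that the driver transgene carries, rose from 30.6 ± 7.46 (SD, n = 3) to 181 ± 20.1 (SD, n = 3). Its log2 fold change was 2.56 (SE 0.27, adjusted p 2.99e-17 in DESeq2 and 0.0313 in edgeR), also higher in 3 of 3 mice. Without p300-ifKO replicate 2, the Arsi fold change was 2.62 and DESeq2 gave it no adjusted p.

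**Figure D2:**
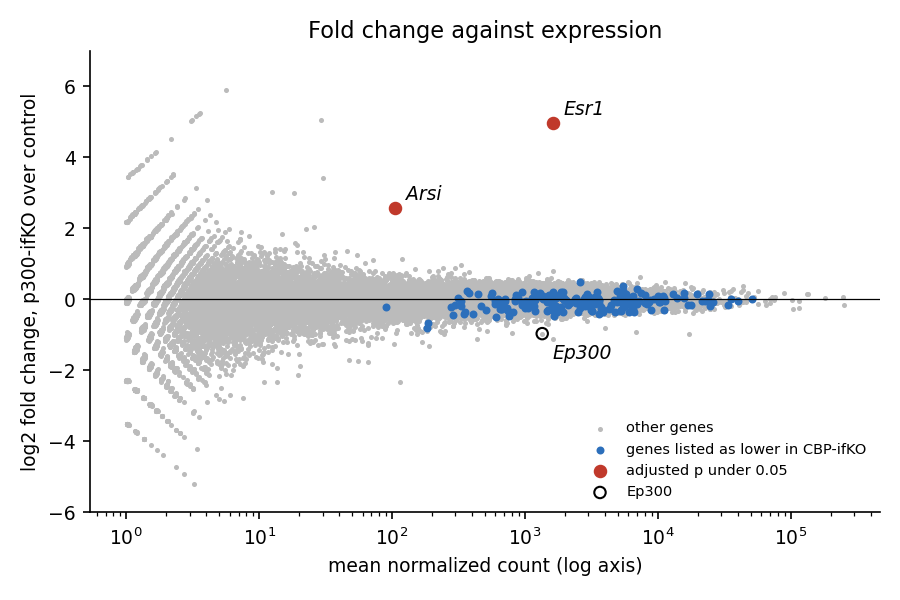
Log2 fold change of each gene with a mean normalized count above 1 (p300-ifKO over control) against its mean normalized count on a log axis, with the 192 genes listed as lower in CBP-ifKO in blue and the 2 genes with an adjusted p under 0.05 in red. Esr1 at 4.96 and Arsi at 2.56 stand apart, and Ep300 lies at −0.97.

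The genes around Camk2a were read as a list of 11, Camk2a and Arsi included. In DESeq2, 1 of them passed adjusted over the list alone, as it did over all genes: Arsi. Camk2a itself (chromosome 18, 60925618 to 60988152) had a log2 fold change of −0.013 (SE 0.14), whose sign changed without control replicate 2 (0.048), p300-ifKO replicate 1 (0.066) or p300-ifKO replicate 3 (0.0097). Slc6a7 (chromosome 18, 60995380 to 61014222) had 2644 ± 152 (SD, n = 3) normalized counts in control and 3260 ± 208 (SD, n = 3) in p300-ifKO mice, a log2 fold change of 0.30 (SE 0.12) with an unadjusted p of 0.00981 in DESeq2 and 0.0540 adjusted over the list alone. With 1 surrogate variable, its adjusted p over the list alone was 0.000208 in DESeq2. The other 8 genes lay between −0.18 for Tcof1 and 0.89 for Cdx1, and the last had 1 read in 1 library. Of these, Cd74 changed sign without control replicate 2 (−0.063) and Pdgfrb without p300-ifKO replicate 1 (0.0058), and Rps14 passed over all genes without p300-ifKO replicate 2 (0.73, adjusted p 0.0216 in DESeq2) but was 0.086 without p300-ifKO replicate 1.

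A list of plasticity genes was examined next, taken from genes the study names for plasticity or for a response to activity or to an enriched environment; Frmpd3 and Robo3 are not among those it lists as lower in CBP-ifKO. Of 8, 7 were lower and 1 was higher in p300-ifKO, between −0.40 for Frmpd3 and 0.14 for Robo3, and 0 passed in DESeq2, adjusted over the list alone or over all genes; 0 had an unadjusted p under 0.05. Bdnf, of whose 50-base stretches 12.71% also lie in another gene, had 1079 ± 138 (SD, n = 3) normalized counts in control and 907 ± 60.0 (SD, n = 3) in p300-ifKO, a log2 fold change of −0.25 (SE 0.15, unadjusted p 0.0956 in DESeq2). With 1 surrogate variable, 3 of the 8 passed adjusted over the list alone: C1ql2, Pdyn and Penk. Without p300-ifKO replicate 2, Frmpd3 was −0.68 with an adjusted p of 0.0172 in DESeq2, and without p300-ifKO replicate 1 it was −0.18. Penk changed sign without control replicate 1 (0.11) or p300-ifKO replicates 2 (0.086) or 3 (0.042), and C1ql2 without control replicate 2 (0.11) or p300-ifKO replicates 2 (0.15) or 3 (0.027). Of the 7 immediate early genes, 3 were higher and 4 lower, between −0.28 for Fosb and 0.21 for Junb, with 0 calls in DESeq2 adjusted over the list alone or over all genes and 0 at an unadjusted p under 0.05. Without p300-ifKO replicate 2, Fosb was −0.66 and Npas4 −0.53, and without p300-ifKO replicate 3 they were −0.076 and −0.012. Junb was 0.33 without control replicate 1 and 0.12 without control replicate 2 or p300-ifKO replicate 1. With length and GC offsets Junb was 0.018. Arc and Egr1 changed sign without p300-ifKO replicate 2 (−0.13 and −0.19) or control replicate 2 (−0.011 and −0.16). Fos and Nr4a1 changed sign without control replicates 1 (0.058 and 0.11) or 3 (0.30 and 0.0018) and without p300-ifKO replicates 1 (0.19 and 0.018) or 3 (0.23 and 0.12). The 4 genes with the smallest unadjusted p beyond the calls were Igkc (log2 fold change 3.43, SE 0.89), Vgll3 (−1.32, SE 0.37), C1qtnf12 (0.77, SE 0.22) and Glp2r (−0.95, SE 0.28), each with an adjusted p of 0.991 in DESeq2. Without p300-ifKO replicate 2, Vgll3 (−1.63), C1qtnf12 (0.90) and Glp2r (−1.13) passed in DESeq2, and without p300-ifKO replicate 3, Igkc was 1.91.

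The next question was whether genes that depend on CBP move in p300-ifKO. All 192 genes listed as lower in CBP-ifKO were tested. Of these, 128 were lower and 64 higher in p300-ifKO, and the median log2 fold change was −0.068, with an unadjusted p of 0.0837 and an adjusted p of 0.694 in limma's camera. With a preset correlation of 0.01, camera gave an adjusted p of 0.000393, a call that held neither with the estimated correlation nor under fry (adjusted p 0.227). Adjusted over the list alone, 0 genes passed in DESeq2, as over all genes, and 8 had an unadjusted p under 0.05. The median of the list lay at the 0.22 percentile of 10000 random lists matched on mean expression. Matched on length and GC content too, it lay at the 0 percentile. These percentiles describe these libraries and ignore the correlation between genes. For 71.35% of the genes, the 95% interval excluded a decrease of 0.5 or more on the log2 scale, so that such a decrease remained open for the rest and smaller changes for the whole list. With 1 surrogate variable, 168 of the 192 were lower, with a median of −0.094 and an adjusted p of 0.157 in camera. The median was −0.041 without control replicate 2 and −0.11 without control replicate 3.

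Of the 18 genes listed as higher in CBP-ifKO, 9 were higher and 9 lower, with a median of 5.1e-05 and an adjusted p of 0.708 in limma's camera. Adjusted over the list alone 0 passed, as over all genes, and 3 had an unadjusted p under 0.05. Its sign changed without control replicates 1 (−0.013) or 2 (−0.018) and without p300-ifKO replicates 2 (−0.094) or 3 (−0.024). Without control replicate 3 it was 0.029 and without p300-ifKO replicate 1 it was 0.048. The fit with 1 surrogate variable had 15 higher and 3 lower, with a median of 0.080 and an adjusted p of 0.157 in camera and 0.0727 in fry. The median without that variable lay at the 48.77 percentile of random lists matched on mean expression and at the 97.36 percentile of those matched on length and GC content too. Of 166 genes with a rise in the study's table of genes regulated by PTZ, a convulsant, in control mice, 142 passed the filter and 165 had a p in DESeq2. Here 64 were higher and 78 lower at rest, with a median of −0.036 and an adjusted p of 0.694 in limma's camera. Adjusted over the list alone 0 passed, as over all genes, and 5 had an unadjusted p under 0.05. The median lay at the 12.51 percentile of random lists matched on mean expression. Matched on length and GC content too, it lay at the 1 percentile. With no filter on low counts the median was −0.058. It was −0.0097 without control replicate 1, −0.0037 without p300-ifKO replicate 1 and −0.086 without p300-ifKO replicate 2. With length and GC offsets it changed sign, to 0.019.

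**Figure D3:**
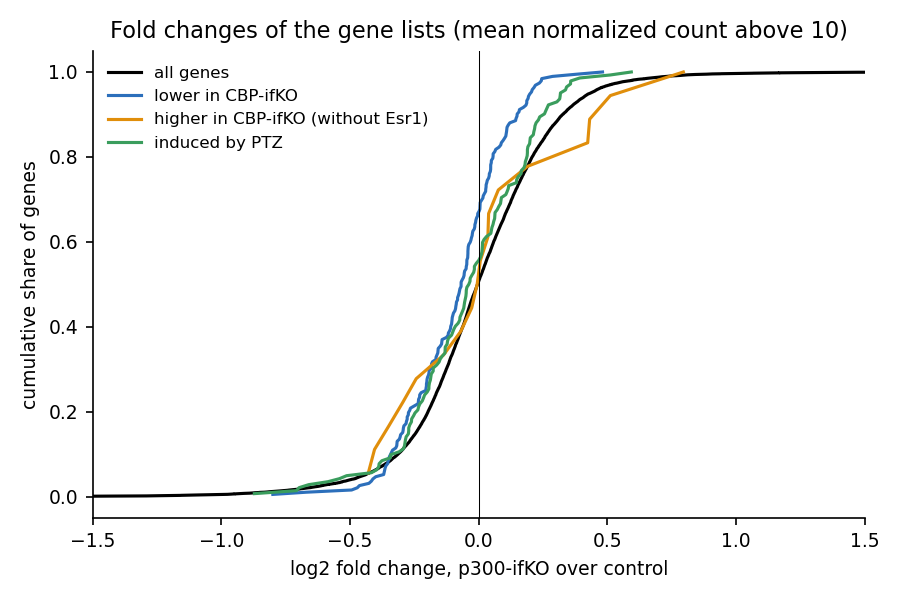
Cumulative share of genes by log2 fold change (p300-ifKO over control) for all genes with a mean normalized count above 10 and for the lists of the study. The curve for genes lower in CBP-ifKO lies left of that for all genes near 0, with a median of −0.068 that did not pass the set test.

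The composition of the tissue was compared through the 8 lists of marker genes. The medians were 0.052 for excitatory neurons, −0.061 for interneurons, −0.023 for astrocytes, 0.17 for oligodendrocytes, 0.39 for microglia, −0.062 for endothelium, 0.26 for choroid plexus and −0.18 for blood. The adjusted p lay between 0.694 and 0.750 in limma's camera, so that 0 of 8 passed, and the smallest unadjusted p was 0.132, for microglia. With the preset correlation microglia had an adjusted p of 0.00533, which held neither with the estimated correlation nor under fry (adjusted p 0.471). In the fit with 1 surrogate variable, the medians were 0.024 for excitatory neurons, −0.091 for interneurons (10 of 10 lower), −0.050 for astrocytes, 0.058 for oligodendrocytes, 0.076 for microglia (9 of 9 higher), −0.023 for endothelium, 0.59 for choroid plexus and −0.59 for blood, with adjusted p between 0.308 and 0.679 in camera. Single libraries moved the medians without that variable by more than 1.5 times. Without p300-ifKO replicate 1, microglia were at 0.15, oligodendrocytes at 0.047, endothelium at −0.0079, astrocytes at −0.047, choroid plexus at 0.55 and blood at −0.57. Without p300-ifKO replicate 2, interneurons were at −0.0090, astrocytes at −0.00060, oligodendrocytes at 0.29, choroid plexus at 0.58 and blood at 0.015. Without p300-ifKO replicate 3, excitatory neurons were at 0.082, interneurons at −0.10, astrocytes at −0.053, endothelium at −0.14 and choroid plexus at −0.23. Without control replicate 1, interneurons were at 0.018, astrocytes at −0.046, oligodendrocytes at 0.096, endothelium at −0.012, choroid plexus at 0.041 and blood at −0.31. Without control replicate 2, excitatory neurons were at 0.11, astrocytes at 0.022, choroid plexus at 0.032 and blood at −0.37. Without control replicate 3, excitatory neurons were at 0.013, interneurons at −0.11, astrocytes at −0.047, oligodendrocytes at 0.33, choroid plexus at 0.97 and blood at 0.21.

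The libraries also differed in a way that was present within groups, and from which an effect of genotype could not be told apart. The first principal component of the 1000 most variable genes held 76.6% of the variance, with scores of 2.87, 1.81 and 15.9 in control and −25.3, 9.83 and −5.11 in p300-ifKO mice. The groups overlapped on it (exact permutation test, two-sided, p = 0.4; the smallest p that 3 against 3 allows is 0.1). Across 13606 genes, which are not independent replicates, the ratio of each library to the mean of the 6 followed exonic length, with a Spearman rho of 0.26, 0.22 and 0.57 in control and −0.62, 0.57 and −0.39 in p300-ifKO mice. The log2 fold changes followed length with a rho of −0.58 and GC content with 0.33. The labels give no batch, so the comparison could not be made within batches.

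**Figure D4:**
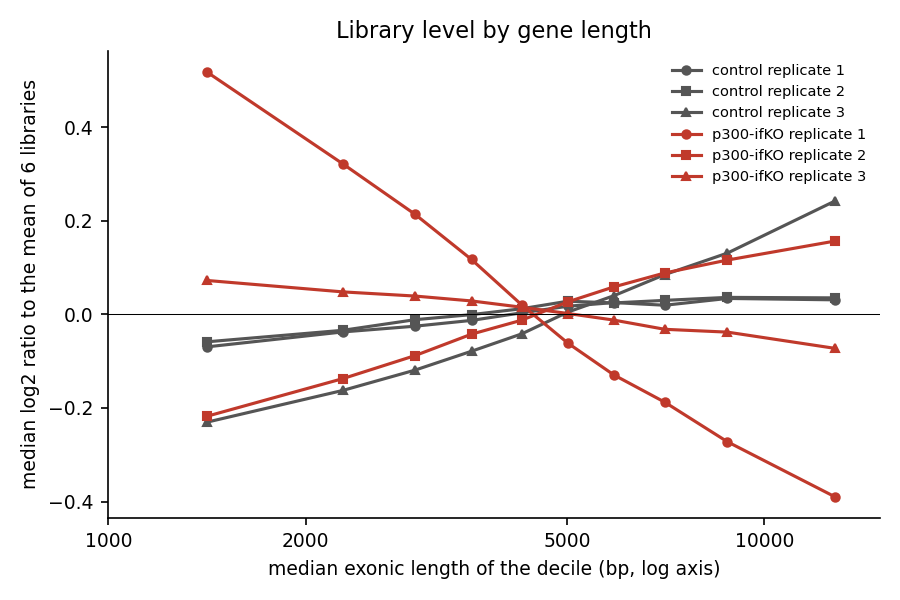
Median log2 ratio of each library to the mean of the 6 libraries, by decile of exonic gene length (bp, log axis), for control (grey) and p300-ifKO (red) mice. In the shortest decile, p300-ifKO replicate 1 lies at 0.52 and p300-ifKO replicate 2 at −0.22, next to control replicate 3 at −0.23.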

Values the study reported

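The study reported more than 200 genes deregulated in the hippocampus of CBP-ifKO mice at an adjusted p-value below 0.05, of which 192 were lower and 19 were higher. These were the genes found in each of several independent RNA-seq experiments, so the counts for CBP-ifKO and p300-ifKO rest on unlike designs. For p300-ifKO mice it reported no significant change in expression at that threshold other than higher Arsi and Esr1. The study also detected both in CBP-ifKO mice and ascribed them to the Camk2a-creERT2 driver.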

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

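The surrogate variable and the length and GC offsets were chosen after seeing the data, and their tests with them. Esr1 and Arsi kept their direction under each alternative tried, from 4.64 to 5.25 and from 2.42 to 2.77 on the log2 scale, and stayed past the threshold wherever DESeq2, edgeR or limma gave an adjusted p. The count of 2 genes was the same under 8 of the alternatives fixed beforehand that kept all libraries, and 2 of 2 genes were shared each time. With a replicate block it was 4 genes in DESeq2, adding Igkc and Igha. Ep300 was −1.06 in that fit, with an adjusted p of 0.1335 in DESeq2. The library names carry the same numbers in both groups, so a pairing of mice is possible. Deviations from the group means correlated across genes by 0.37, −0.37 and 0.16 for replicate numbers 1, 2 and 3. Across numbers, the correlation reached 0.54, for control replicate 3 with p300-ifKO replicate 2. These values cannot exclude a pairing, since the trend between libraries enters them. With the replicate block the median of genes higher in CBP-ifKO was −0.024, a change of sign, and Igkc had an adjusted p of 0.0450 in DESeq2. The cause was not tested.

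The fits that each left out one replicate gave from 2 to 926 genes. The 926 came without p300-ifKO replicate 2, where 5 libraries remained, and the other fits gave 2 or, without control replicate 1, 3, with H2-Q6 added, chosen after its values were seen. Ep300 ranged from −1.36 to −0.66 across these fits and was past the threshold without p300-ifKO replicate 2. With 1 surrogate variable it was −0.49 with an adjusted p of 0.00205 in DESeq2, but edgeR with 1 surrogate variable called Esr1 and Arsi alone. Over the alternatives of Ep300, the adjusted p ran from 0.000375 to 1 in DESeq2 and edgeR. The list of genes lower in CBP-ifKO kept a median of −0.068 with camera's preset correlation but passed (adjusted p 0.000393 in limma). Over the alternatives of that list, the adjusted p ran from 0.000393 to 0.927.

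Directions changed as follows. With length and GC offsets, Crebbp was 0.16, Camk2a 0.069, Synpo 0.064 and the PTZ median 0.019. With 1 surrogate variable, Camk2a was 0.078, Cd74 −0.060, Rps14 −0.033, Ndst1 0.033, Pdgfrb 0.042, Fos 0.42 and Nr4a1 0.094. That fit also changed the direction of Cdx1 (−0.18), Ddx3y (0.16), Uty (0.13), Kdm5d (0.037) and Actb (−0.068), genes that were not recomputed under most other alternatives. With TMM factors, Fos was 0.0018. Across the fits that each left out one replicate, the ranges that crossed 0 were −0.12 to 0.066 for Camk2a, −0.063 to 1.07 for Cd74, −0.12 to 0.0058 for Pdgfrb, −0.28 to 0.11 for Penk, −0.24 to 0.15 for C1ql2, −0.13 to 0.30 for Arc, −0.59 to 0.30 for Fos, −0.19 to 0.16 for Egr1 and −0.20 to 0.12 for Nr4a1. Among list medians they were −0.094 to 0.048 for genes higher in CBP-ifKO, −0.11 to 0.018 for interneurons, −0.053 to 0.022 for astrocytes, −0.23 to 0.97 for choroid plexus and −0.57 to 0.21 for blood. The cause was not tested. Single genes other than Ep300, Crebbp, Arsi and Esr1 were recomputed under each alternative for genes, with some left out. Those left out were Cdx1, the sex-linked genes and genes chosen after their values were seen, Igha and H2-Q6 among them. Among the recomputed genes, 6 results passed the threshold only under an alternative. These were Rps14, Frmpd3, Vgll3, C1qtnf12 and Glp2r without p300-ifKO replicate 2, and Igkc with the replicate block. Over those recomputed genes, 33 of the values under an alternative changed direction, 6 passed the threshold and 269 kept both direction and side.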

Other observations

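The test of label swaps for Esr1 and Arsi, the splits of the samples and the test of the 5 libraries were written before their values were seen. The other tests were chosen after the result was seen.

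Splitting the 6 mice in other ways bears on the counts. Of the 10 splits into 3 and 3, 4 gave as many genes with an adjusted p under 0.05 in DESeq2 as the real one, the real one included. The share cannot go under 0.1 in this design. In edgeR, the 9 other splits gave 0 genes each. A list median as far from 0 was reached by 3 of the 10 splits for genes lower in CBP-ifKO and 3 of 10 for genes induced by PTZ. For genes higher in CBP-ifKO it was 10 of 10, which cannot decide, since the real median of 5.1e-05 lies next to 0. Across the cell type lists, 8 of the 10 splits gave as small a smallest p.

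The rise of Esr1 and Arsi in p300-ifKO was set against errors of labelling and depth. The lowest p300-ifKO library held 4.33 times the Arsi of the highest control library, and Esr1 did not overlap between the groups either. Since the driver brings both genes, this argues against swapped labels, of single libraries or of whole groups. Total counts differed by at most 1.23 times among the libraries, which argues against library size. The label description of the control libraries names the Camk2a-creERT2 driver, whereas the protocol and the methods of the study describe controls without it. Arsi was at 24.2 to 38.8 normalized counts in control libraries and at 168 to 204 in p300-ifKO libraries. Esr1 was at 87.2 to 109 and at 2416 to 4217 in the same order. These values argue against the driver in the control mice. On that reading, the driver goes with p300 loss in each library, and their effects cannot be told apart. Exons of Esr1 were not resolved here.

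Ep300 fell by 0.97 on the log2 scale without passing the threshold. Of 500 genes matched on length, GC content and expression, 0% had a fold change as low, and their lowest was −0.69, which argues against the length and GC trend as the whole cause. Of its 50-base stretches, 0 lie in Crebbp, which argues against shared reads. The surrogate variable brought the change to −0.49 and the length and GC offsets to −0.80 (adjusted p 0.771 in DESeq2), so that a part may belong to the trend, of a size on which these corrections differ. A loss of transcript in the neurons that recombined remains open and was not tested. The study reports loss of p300 immunostaining in p300-ifKO mice, which it states express a truncated p300 protein. The count over the whole gene is thus no test of the knockout.

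The trend of the libraries with gene length was also present within groups. Control replicate 3 against control replicates 1 and 2 followed length with a Spearman rho of 0.47 across genes, and p300-ifKO replicate 1 against replicate 2 with −0.63. A gradient between libraries is thus a candidate explanation for the trend of the fold changes. An effect of genotype cannot be told apart from it, with a permutation p of 0.4 for the first component and 3 mice per group. RNA quality and library preparation were not tested.

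Leaving out p300-ifKO replicate 2 gave 926 genes. The 482 higher genes had a median exonic length of 1805 bp and the 444 lower genes 9382 bp, against 4612 bp for all genes compared. Had the trend been the whole cause, length and GC offsets should have left a share under 0.1 of the count, and without any part in it over 0.5. The same 5 libraries gave 263 genes with these offsets in DESeq2, between the limits, so that the trend may account for a part. With 1 surrogate variable estimated on these 5 libraries, 4490 genes were called, and why was not tested. The remaining share and an effect of genotype in these 5 libraries cannot be told apart.

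Slc6a7, which lies beside Camk2a, was higher in 3 of 3 p300-ifKO libraries. Adjusted over the list alone, it passed with 1 surrogate variable (log2 fold change 0.34, p 0.000208 in DESeq2) but not with length and GC offsets (0.23, p 0.311 in DESeq2), and 5.6% of 500 matched genes had a fold change as high. Since these corrections differ, the trend with length and GC content cannot be told apart from an effect tied to the driver locus. Whether the driver transgene carries Slc6a7 was not tested.

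Some immunoglobulin transcripts were higher in p300-ifKO mice, as noticed through Igkc, and Igha, Ighg2c, Ighm and Jchain were chosen after their values were seen. Igkc had 2.98, 2.10 and 10.2 normalized counts in control and 27.9, 10.6 and 126.3 in p300-ifKO mice. Without p300-ifKO replicate 3 its log2 fold change was 1.91. Igha had 0.99, 0 and 4.08 in control and 45.1, 4.42 and 120.5 in p300-ifKO mice, and Ighg2c between 3.06 and 5.25 in control and between 7.07 and 76.2 in p300-ifKO mice. Jchain had a log2 fold change of 0.72. Ighm, the most abundant of the 5, was at 0.26, with p300-ifKO replicate 2 (284 normalized counts) below each control library. More blood would raise haemoglobin alike, but the highest upper 95% limit among 4 haemoglobin genes and Alas2 was 0.58, against 3.43 for Igkc. This limit replaced the median of the blood list as the test after that median had been seen. Haemoglobin genes share 53.2% to 89.3% of their 50-base stretches with a copy, so their counts are partial. An effect of genotype and a source outside the tissue studied remain open and were not tested.

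Gapdh had 334 ± 11.1 (SD, n = 3) normalized counts in control mice, against 23670 ± 1829 (SD, n = 3) for Actb. Over all exons of Gapdh, 25.1% of the 50-base stretches also lie in other genes, 223 in all, against 9.12% for Actb. In the first transcript of each gene, the share was 90.4% for Gapdh and 14.2% for Actb. Reads removed by the quality limit are a candidate explanation that these values leave open, since the counts do not say which transcript the reads came from. These counts were therefore not taken as a measure of Gapdh expression, and no biological explanation was tested.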
